A study of Mus musculus with 30 samples.

How the data were processed

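RNA-seq counts were analysed for 30 livers of male mice, 3 biological replicates in each of 10 groups. The groups were 5 times (30, 60, 120, 270 and 360 days, called months 1, 2, 4, 9 and 12) in 2 arms, non-irradiated and irradiated with 0.2 Gy of 56Fe ions at 600 MeV/n. As deposited by the authors, the values are raw read counts per Ensembl gene. Per the labels, frozen left lobes were sliced in a cryotome, ribosomal RNA was removed with Ribo-Zero, and TruSeq libraries were sequenced as paired 50-base reads. The authors aligned the reads to GRCm38 with STAR 2.5.3a and took counts from its GeneCounts mode on Gencode M14. The strand column kept is not stated, so genes overlapping on opposite strands are read with caution. The table held whole numbers for 51826 gene identifiers, with totals of 7995248 to 20215995 per library. These totals were used as depth; the series text gives a higher number of reads used, and the difference was not resolved. Symbols and coordinates came from Gencode M21, which matched 51633 identifiers; the 193 others held at most 0.022% of the counts of a library. Of 13 mitochondrial protein genes, 6 had at most 4 counts in any library, so 7 were tested.

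Counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10 and a total of 15, TMM factors, robust quasi-likelihood fit, 1 coefficient per group). Of the identifiers, 19685 were tested. Contrasts gave the irradiation effect at each time and its mean over times. F-tests asked whether that effect differed between times and whether genes changed over time in each arm, and month 12 was compared with month 1 in each arm. Adjusted p-values are Benjamini-Hochberg values, and genes under 0.05 were called. CPM are scaled by TMM factors. Intervals and p-values measure the spread between the samples that the labels call biological replicates.

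Gene lists numbered 44, of which 43 had at least 5 measured members, and were tested with camera in limma 3.58.1. The preset inter-gene correlation of 0.01 was the main choice, and a correlation estimated for each list and the fry test were also run. Members were counted after adjustment over all genes and over the list alone. The lists, tests and the first set of other settings were set before the data were examined. Named genes followed a rule set at the same time. For each comparison up to 8 higher and 8 lower called genes with the largest change were taken, at a mean of at least 1 CPM and, for single times, with the 3 libraries of one group above the 3 of the other. Predicted genes and immunoglobulin or T cell receptor segments were left out. List members with the smallest adjusted p were added up to 30 names, with Cdkn1a, Mdm2, Phlda3 and Eda2r in each irradiation comparison, and the 5 smallest p-values where fewer than 5 genes passed. For the F-tests the 8 smallest adjusted p-values were taken. Gm26917, Malat1, Saa1, Lcn2, Cyp4a14, Hsd3b5, Acox2 and Nr0b2 lie outside this rule and were chosen after their values were seen.

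The first set of other settings held RLE and upper quartile factors, no low-count filter, a stricter filter (1 CPM in 3 libraries), DESeq2 1.42.0, limma voom with sample weights, 1 surrogate variable (sva 3.50.0), a replicate block, the 6 compared libraries alone, and leaving out each library in turn. Settings added after the data were seen were the Gm26917 level as a covariate and contrasts from the fit of all libraries. These contrasts were taken within months 1 and 2, within months 4, 9 and 12, and for month 12 minus month 4. Month 12 without replicate 2 of both arms and the block in the month 12 libraries alone were also added then. A left-out library leaves 2 in its group, whose spread is taken from all groups.

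Replicate numbers were checked for pairing between arms by correlating deviations from group means. The same-number r ranged from -0.38 to 0.35, 6 of 15 pairs were above 0.1, and the own number was marked best in 5 of 15. Replicate 3 of months 2 and 12 was not marked. Its same-number r (0.021 and 0.19) was above the other-number r recorded beside it (-0.0015 and -0.012). That value does not account for the missing mark, so it may not be the highest other-number r of the pair. At month 12 the r values were 0.19, 0.35 and 0.19, so the block is given there beside the unblocked count. No 2 libraries of a group were identical among 30 pairs compared (lowest chi-square per gene 10.16). The fit was tested on simulated data: at month 1, 57% of genes with a 2-fold change and 90% with a 4-fold change were recovered, with 5 false calls among 152. Averaged over times, 93% of 2-fold changes were recovered. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.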

Results

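RNA was sequenced from frozen left liver lobes of male mice, whose strain the labels give as C57BL16. The mice had received 0.2 Gy of 56Fe ions at 600 MeV/n, a heavy charged particle, or no irradiation. Livers were taken at 1, 2, 4, 9 and 12 months (30, 60, 120, 270 and 360 days) after irradiation. Each arm held 3 biological replicates at each time, which gave 30 libraries. Total counts assigned to genes ranged from 7995248 to 20215995 per library. The comparisons asked which transcripts differed between irradiated and control livers at each time, whether that difference held over the year, and how both arms changed with time. Values are CPM scaled by TMM factors, as mean ± SD with n = 3 per group, and coordinates are on GRCm38.

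The libraries fell into sets of different composition, which followed the time of collection. The annotated long non-coding RNA Gm26917 (chromosome 17, 39843013 to 39846341) lies just before a RefSeq 18S ribosomal RNA pseudogene, Rn18s-rs5 (39846354 to 39848202). It took 3.04% to 7.57% of counts in the libraries of months 1 and 2 and 0.452% to 2.04% in those of months 4, 9 and 12. The nuclear transcript Malat1 took 0.470% to 1.13% and 0.175% to 0.427% in the same sets, and the first principal component, with 48.1% of the variance, separated them. The mean Gm26917 share also differed between arms. It was 6.77 ± 0.693% in irradiated against 4.10 ± 1.72% in control livers at month 1. The shares were 5.65 ± 1.13% against 4.03 ± 0.719% at month 2 and 0.915 ± 0.0807% against 0.490 ± 0.0196% at month 4. At month 9 the shares were 0.520 ± 0.0625% and 0.500 ± 0.0419%, and at month 12 they were 0.870 ± 0.150% and 1.65 ± 0.360%. Batch was not named in the labels, so the change between months 1 to 2 and the later times cannot be told apart from this split of the libraries.

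**Figure D1:**
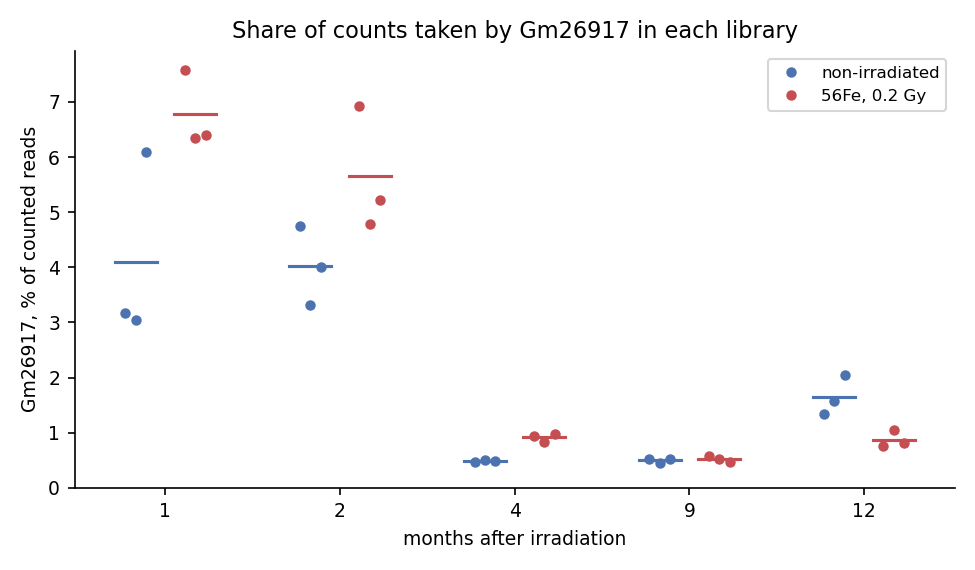
Share of counted reads taken by Gm26917 in each of the 30 libraries (vertical axis, percent) by month after irradiation (horizontal axis); points are libraries, bars are group means, blue is non-irradiated and red is 56Fe. The 12 libraries of months 1 and 2 lie at 3.04% or above and the 18 libraries of months 4, 9 and 12 at 2.04% or below.

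Of 19685 genes tested, 906 differed between irradiated and control livers at month 1, 860 at month 2, 708 at month 4, 326 at month 9 and 0 at month 12 (edgeR, adjusted p under 0.05). Among these, 294 were higher and 612 lower in irradiated livers at month 1, 505 and 355 at month 2, 359 and 349 at month 4, and 228 and 98 at month 9. The share of calls that were higher depended on scaling: it was 32.5%, 58.7% and 50.7% at months 1, 2 and 4 with TMM factors and 57.2%, 68.9% and 66.0% with upper quartile factors, and at month 4 it was 38.3% with RLE factors. At month 4 the upper quartile factors moved the median log2 fold change of all genes to 0.11, from 0.04 with TMM. Single libraries also moved the share. At month 1 it was 16% without control replicate 3 and 60.7% without irradiated replicate 1. At month 4 it was 28.3% without control replicate 2 and 64.4% without irradiated replicate 2. At month 9 it was 41.4% without control replicate 2 and 84.6% without irradiated replicate 3.

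**Figure D2:**
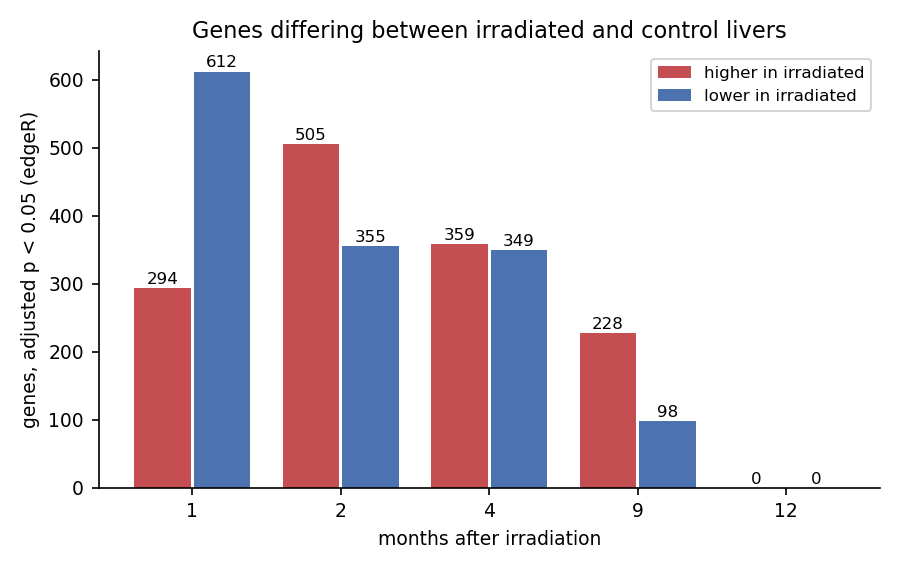
Number of genes that differed between irradiated and control livers (vertical axis, edgeR adjusted p under 0.05) at each month after irradiation (horizontal axis); red bars are genes higher and blue bars genes lower in irradiated livers. The number fell from 906 at month 1 to 326 at month 9 and 0 at month 12.

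At month 1, genes of the circadian clock stood in opposite states in the arms. Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), which encodes the activator BMAL1, was 13.5-fold higher in irradiated livers, at 29.9 ± 7.41 against 2.21 ± 0.273 CPM (log2 fold change 3.75 ± 0.42 SE, adjusted p = 1.56e-05). Npas2, whose protein pairs with BMAL1, was at 6.07 ± 0.169 against 0.682 ± 0.424 CPM. For both genes the 3 irradiated libraries of month 1 lay above the 3 control libraries. Genes driven by the activator were lower. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203), a clock output transcription factor, was at 12.2 ± 5.78 against 127 ± 9.04 CPM (adjusted p = 0.00486). The period gene Per3 was at 16 ± 1.55 against 149 ± 8.64 CPM, and the repressor gene Ciart at 2.39 ± 0.860 against 18.5 ± 0.978 CPM. The cell cycle kinase gene Wee1 and the ubiquitin protease gene Usp2 fell with them, 15.1-fold and 10.9-fold. Of 23 clock genes measured, 4 rose, 11 fell and 8 did not pass. Adjusted over the list alone, 6 rose and 14 fell. For 11 of the 23 genes the 3 control libraries of month 1 lay beyond the other 27 libraries of the series, and for 2 the irradiated libraries of month 1 did. The clock list was lower as a whole (median log2 fold change -1.12, camera adjusted p = 5.32e-06; adjusted p = 0.568 with an estimated correlation).

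**Figure D3:**
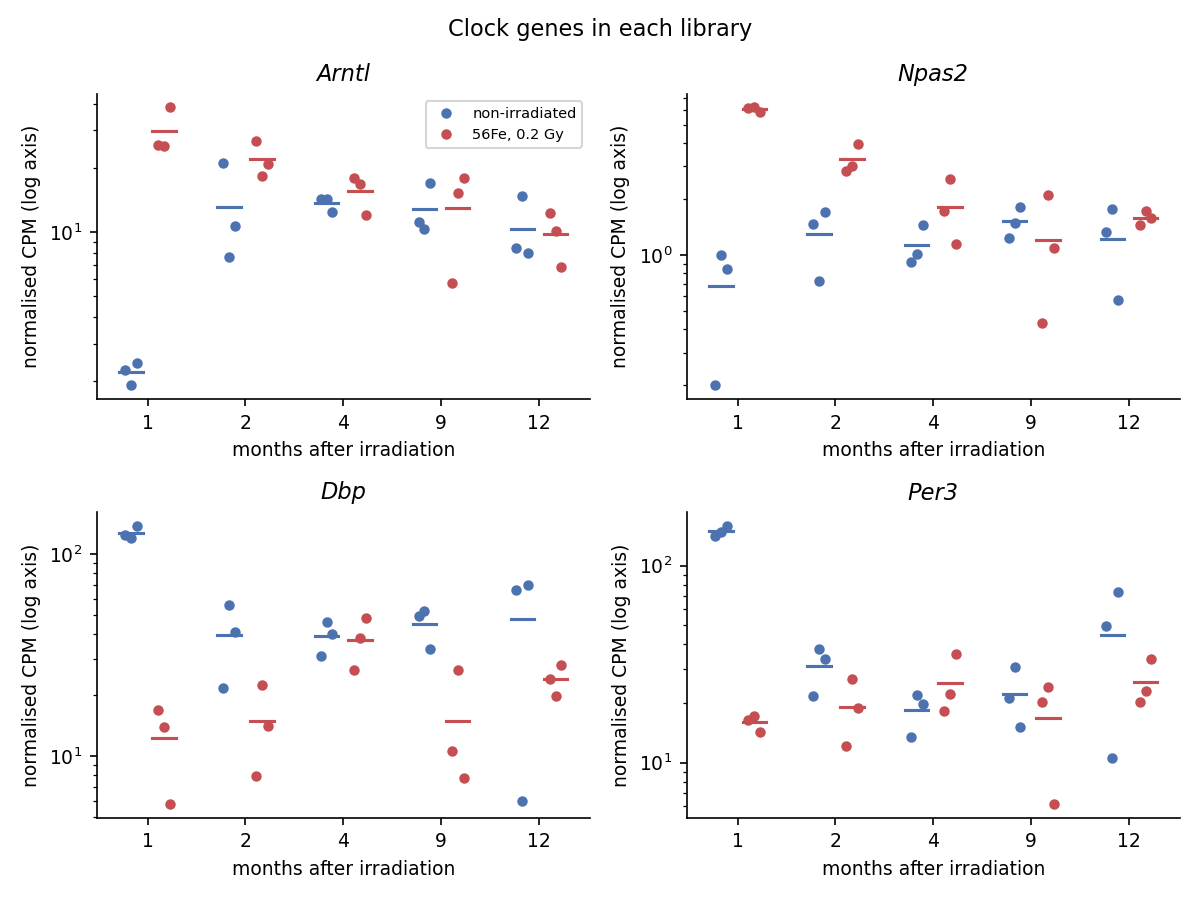
Normalised CPM (vertical axes, logarithmic) of Arntl, Npas2, Dbp and Per3 in each library by month after irradiation (horizontal axes); points are libraries, bars are group means, blue is non-irradiated and red is 56Fe. At month 1 the 3 control libraries of each gene lie apart from the 3 irradiated ones, with Arntl means of 2.21 and 29.9 CPM and Dbp means of 127 and 12.2 CPM.

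Some metabolic genes of the hepatocyte were lower in irradiated livers at month 1. The libraries are those in which clock genes differed, and whether these changes are separate from the clock difference was not tested. Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6265612 to 6275633), the rate-limiting enzyme of bile acid synthesis, was at 38 ± 15.1 against 397 ± 153 CPM (10.4-fold lower, adjusted p = 0.00415). Alas1, the rate-limiting enzyme of haem synthesis, was at 128 ± 66.7 against 904 ± 176 CPM (adjusted p = 0.00148). Of 40 PPAR-alpha targets and fatty acid oxidation genes, 6 fell and 0 rose, and 13 fell when adjusted over the list alone. The list median was -0.59 (adjusted p = 1.68e-08; adjusted p = 0.634 with an estimated correlation). These included Cpt1a, which controls fatty acid entry into mitochondria (222 ± 12.3 against 442 ± 104 CPM), and Acot4, Hadh and Hadha. Of 43 xenobiotic cytochrome and conjugation genes, 3 fell, 8 when adjusted over the list alone (adjusted p = 2.14e-07; adjusted p = 0.634 with an estimated correlation). They were Por, the electron donor of cytochromes P450 (147 ± 19 against 375 ± 44.8 CPM), Cyp2a5 (124 ± 56.5 against 542 ± 120 CPM), a member of a family of near-identical genes whose reads may be shared, and Sult1d1. Of 24 bile acid genes, 4 fell and 2 rose, and 10 fell and 2 rose when adjusted over the list alone. Those that rose were Acox2 and Nr0b2, which encodes the repressor SHP (list adjusted p = 0.000728; adjusted p = 0.634 with an estimated correlation).

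Protein-coding genes of the mitochondrial genome were higher in irradiated livers at month 1, while 7 of 73 nuclear oxidative phosphorylation genes were lower. Of 7 mitochondrially encoded genes measured, 6 rose and 1 did not pass, also when adjusted over the list alone (median 1.23, adjusted p = 4.47e-10; adjusted p = 0.426 with an estimated correlation). mt-Nd6 was at 370 ± 75.2 against 133 ± 41.7 CPM and mt-Nd1 had a log2 fold change of 0.95 ± 0.25 SE (adjusted p = 0.0229). The share of all mitochondrial counts was not higher, at 6.81 ± 2.29% in irradiated and 7.59 ± 4.84% in control livers. Mitochondrial ribosomal RNA took 3.22%, 1.09% and 0.704% of counts in the irradiated libraries and 0.578%, 9.57% and 2.31% in the controls. Of 73 nuclear oxidative phosphorylation genes, 7 fell, 18 when adjusted over the list alone. Among them were Atp5c1 (59.7 ± 13.4 against 106 ± 31.8 CPM), Uqcrc2 and Ndufs1 (list adjusted p = 2.76e-06; adjusted p = 0.658 with an estimated correlation). With the Gm26917 level as a covariate the median of this nuclear list went from -0.269 to 0.051 (camera adjusted p = 0.202). Among unfolded protein response genes 3 of 31 rose, 8 when adjusted over the list alone. They included the transcription factor Atf5 and Derl3 (11.4 ± 8.03 against 1.90 ± 0.410 CPM; list adjusted p = 5.32e-06; adjusted p = 0.634 with an estimated correlation). For 10 of the 31 genes the 3 control libraries of month 1 lay below the other 27 libraries of the series, and for 0 the irradiated libraries of month 1 lay apart. Cdkn1a, the cyclin-dependent kinase inhibitor p21 and a p53 target, was at 5.84 ± 2.30 against 0.458 ± 0.185 CPM (adjusted p = 0.00297). That control mean was lower than every other group mean of Cdkn1a in the series. The other p53 targets read in every comparison did not pass, with log2 fold changes of 0.13 for Mdm2 (adjusted p = 0.693), 0.16 for Phlda3 (adjusted p = 0.938) and -0.26 for Eda2r (adjusted p = 0.906). Of 30 p53 targets measured 1, Cdkn1a, rose, also over the list alone (list median 0.16, adjusted p = 0.0321; adjusted p = 0.634 with an estimated correlation). Of 44 DNA repair genes 0 passed by edgeR, 0 also over the list alone (list adjusted p = 0.738).

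Other large changes at month 1 were higher Elovl3, a fatty acid elongase gene (415 ± 240.0 against 49.7 ± 16 CPM), Zbtb16, a transcription factor gene responsive to glucocorticoids (113 ± 47.2 against 18.4 ± 4.75 CPM), and the phosphate transporter gene Slc34a2. Pitx3 was at 19.3 ± 6.01 against 1.14 ± 0.495 CPM, but its annotated 3' end (chromosome 19, 46135685) overlaps that of Elovl3 (46135694) on the opposite strand, so its reads may belong to Elovl3. Ugt1a8, 11.5-fold lower, shares exons with the other Ugt1a genes. Acute phase proteins had a list median of 0.84 (adjusted p = 9.3e-05; adjusted p = 0.634 with an estimated correlation) with 0 of 30 members passing by edgeR, 0 also over the list alone. Saa1 was at 554, 38.8 and 5364 CPM in the irradiated libraries of month 1 and at 262, 21.1 and 9.5 CPM in the controls. Gm26917 took 6.77% of counts in irradiated and 4.10% in control livers here. The count of 906 genes was 324, 249 and 1874 without control replicates 1, 2 and 3 in turn, and 341, 591 and 287 without irradiated replicates 1, 2 and 3. It was 2000 with limma voom, 487 with the 6 libraries alone, and 116 with the Gm26917 level as a covariate, a model added after the data were seen. The median fold change of the 906 genes went from 0.74 to 0.60 on the log2 scale with it and the SE from 0.178 to 0.220, and 100% kept their sign. The clock (median from -1.12 to -0.883, adjusted p = 9.29e-05) and unfolded protein response lists (from 0.364 to 0.494, 3.06e-07) still passed. So did the mitochondrially encoded list (from 1.23 to 0.793, 7.57e-05). The xenobiotic (from -0.462 to -0.185, 0.00286) and bile acid lists (from -0.409 to -0.213, 0.0359) passed as well. That covariate also turned the direction of the nuclear oxidative phosphorylation list (adjusted p = 0.202), and the PPAR-alpha list no longer passed (median -0.23, adjusted p = 0.0715).

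At month 2 ribosomal protein, chaperone and gluconeogenic genes were lower in irradiated livers. Of 52 cytosolic ribosomal protein genes, 21 fell and 0 rose, and 43 fell when adjusted over the list alone (median -0.64, adjusted p = 8.83e-26; adjusted p = 0.452 with an estimated correlation). Rpl7 was at 103 ± 5.11 against 179 ± 14.4 CPM, Rpl22 at 28.4 ± 1.31 against 50.6 ± 9.81 CPM and Rpl10 at 72 ± 2.08 against 132 ± 5.38 CPM. Ribosomal protein genes have many processed pseudogenes, so part of their reads may be lost or shared. Pck1, the rate-limiting enzyme of gluconeogenesis (chromosome 2, 173153048 to 173159273), was at 2020 ± 389 against 4670 ± 932 CPM (adjusted p = 0.0492). It and Per1 were the 2 of 24 gluconeogenesis and fasting genes that fell, with 8 when adjusted over the list alone (list adjusted p = 2.34e-06; adjusted p = 0.259 with an estimated correlation).

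Of 31 unfolded protein response genes at month 2, 4 fell, 13 when adjusted over the list alone (median -0.47, adjusted p = 2.84e-08; adjusted p = 0.479 with an estimated correlation). Hspa5, the endoplasmic reticulum chaperone BiP, was at 1070 ± 115 against 2030 ± 475 CPM (adjusted p = 0.019). Herpud1, an endoplasmic reticulum degradation factor, was at 426 ± 55.7 against 991 ± 111 CPM, and the stress sensor gene Atf6 at 82.5 ± 6.06 against 128 ± 19.7 CPM. Of 73 nuclear oxidative phosphorylation genes 6 fell and 1, Atp5l, rose. Over the list alone 25 fell and 2 rose (median -0.36, adjusted p = 1.34e-11; adjusted p = 0.611 with an estimated correlation). Of 23 clock genes 5 fell and 0 rose, 7 and 1 over the list alone (adjusted p = 2.19e-05; adjusted p = 0.364 with an estimated correlation). Bhlhe40 was at 38 ± 5.0 against 139 ± 25.8 CPM (adjusted p = 0.00086). Bhlhe41 was at 1.45 ± 0.597 against 6.46 ± 1.92 CPM and Usp2 at 5.03 ± 1.53 against 27.9 ± 17.5 CPM. Fkbp5, a glucocorticoid-induced co-chaperone gene, was at 22.1 ± 5.82 against 90.7 ± 38.6 CPM, and the immediate early gene Fos at 0.650 ± 0.00376 against 4.67 ± 3.60 CPM.

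Genes higher at month 2 included the homeobox gene Hhex, a regulator of liver development (68.5 ± 22.5 against 9.25 ± 1.55 CPM, adjusted p = 0.0162), and E2f8, an atypical cell cycle E2F gene (53.2 ± 25.7 against 10.1 ± 3.32 CPM). Gbp11, a guanylate-binding protein gene, was at 51.4 ± 34.5 against 5.25 ± 1.44 CPM, and Cyp26c1, a retinoic acid hydroxylase gene, rose 4.66-fold. The microRNA loci Mir6397 and Mir1948 and the antisense transcript Igf1os also passed; reads of such loci in these libraries can come from a host or overlapping transcript. Acute phase proteins (adjusted p = 4.91e-05) and neutrophil markers (median -1.95, adjusted p = 0.00176) were lower as lists, each at adjusted p = 0.611 with an estimated correlation. By edgeR 0 of 30 and 0 of 13 members passed, and 0 of each over the list alone. Saa1 was at 93.7, 1069 and 447 CPM in controls and at 17.8, 21.8 and 22.1 CPM in irradiated libraries. Cdkn1a was at 2.99 ± 0.689 against 5.80 ± 0.508 CPM (adjusted p = 0.299), Mdm2 at 49.7 ± 1.55 against 49.1 ± 4.13 CPM, Phlda3 at 0.474 ± 0.0889 against 1.08 ± 0.710 CPM and Eda2r at 0.968 ± 0.358 against 1.03 ± 0.0219 CPM, and none of the 4 passed. The p53 target list had a median of -0.12 with 0 of 30 members passing by edgeR, 0 also over the list alone (adjusted p = 0.0344; adjusted p = 0.611 with an estimated correlation, and 0.178 with the Gm26917 covariate). The Gm26917 shares here were 5.65% and 4.03%. The count of 860 genes was 285, 22 and 257 without control replicates 1, 2 and 3 in turn, and 62 and 53 without irradiated replicates 1 and 3. It was 1442 with DESeq2, 3667 with limma voom, 3026 with the 6 libraries alone and 13 with the Gm26917 covariate. With that covariate the median fold change of the 860 genes went from 0.80 to 0.62 on the log2 scale and its SE from 0.198 to 0.211, and 100% kept their sign. The ribosomal protein (median from -0.64 to -0.50, adjusted p = 3.32e-21) and unfolded protein response lists (from -0.470 to -0.432, 1.56e-09) still passed there. So did the clock list (from -0.457 to -0.443, 1.75e-05). The nuclear oxidative phosphorylation (from -0.359 to -0.168, 4.95e-05) and gluconeogenesis lists (from -0.458 to -0.305, 2.3e-05) passed as well.

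At month 4 genes of the unfolded protein response were lower in irradiated livers as a group. Of 31 measured, 18 fell and 0 rose, 20 when adjusted over the list alone (median -0.87, adjusted p = 2.23e-24; adjusted p = 0.125 with an estimated correlation). Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) was at 933 ± 171 against 2970 ± 1130 CPM (log2 fold change -1.67 ± 0.22 SE, adjusted p = 0.000587). Creld2 was at 36.6 ± 13.3 against 280.0 ± 177 CPM and the secreted stress factor gene Manf (chromosome 9, 106838312 to 106891979) at 52.7 ± 14.6 against 193 ± 93.5 CPM. Sdf2l1 was at 29.4 ± 4.74 against 94.7 ± 44.3 CPM, Derl3 at 1.28 ± 0.363 against 12.1 ± 8.42 CPM and Herpud1 at 493 ± 6.32 against 1180 ± 378 CPM. Heat shock genes moved with them, and 6 of 19 fell, 14 over the list alone (median -0.84, adjusted p = 4.61e-13; adjusted p = 0.345 with an estimated correlation). They included Hspa8 (557 ± 198 against 1210 ± 296 CPM), the co-chaperone gene Bag3 (19.4 ± 2.01 against 46.8 ± 22.3 CPM) and Hspa1b (7.92 ± 2.88 against 42.9 ± 27.7 CPM), whose near-identical copy Hspa1a may share its reads.

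**Figure D4:**
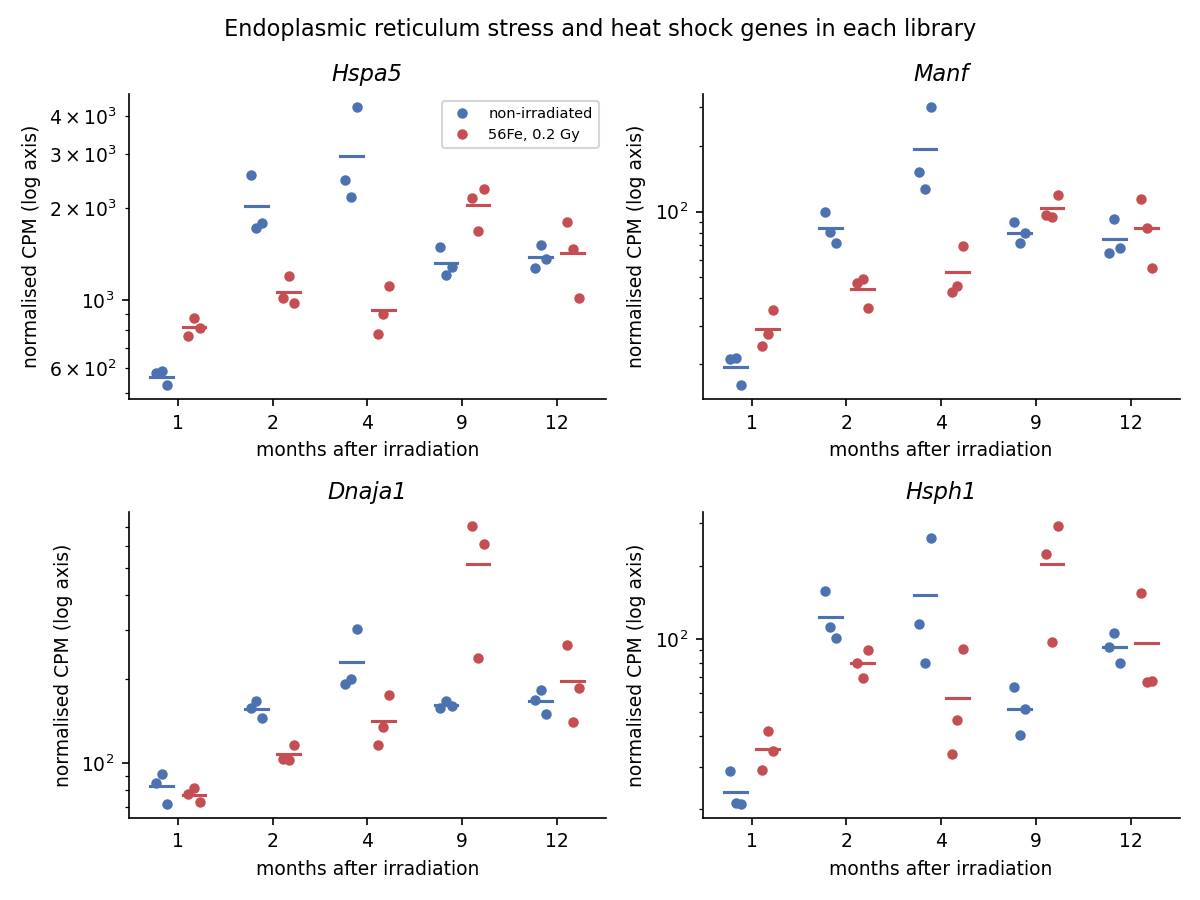
Normalised CPM (vertical axes, logarithmic) of the endoplasmic reticulum genes Hspa5 and Manf and the heat shock genes Dnaja1 and Hsph1 in each library by month after irradiation (horizontal axes); points are libraries, bars are group means, blue is non-irradiated and red is 56Fe. Hspa5 means were 933 (irradiated) and 2970 (control) CPM at month 4, and Dnaja1 means were 519 and 162 CPM at month 9.

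Ribosomal protein genes had a median of -0.32 at month 4 (1 of 52, Rps7, fell, also over the list alone; adjusted p = 3.56e-10; adjusted p = 0.825 with an estimated correlation). Nuclear oxidative phosphorylation genes had one of -0.29 (0 of 73 passed by edgeR, 0 also over the list alone; adjusted p = 2.01e-10; adjusted p = 0.825 with an estimated correlation). Mitochondrially encoded genes had a median of 0.91 (0 of 7 passed, 5 rose over the list alone; adjusted p = 0.000218; adjusted p = 0.825 with an estimated correlation). Among the genes with the largest rise were the serine protease gene Prss48 (2.19 ± 0.761 against 0.544 ± 0.283 CPM), the matrix protein gene Chad (5.86 ± 2.43 against 1.91 ± 0.758 CPM) and Angptl7. So was the chemokine decoy receptor gene Ackr4 (11.8 ± 2.06 against 4.81 ± 1.21 CPM). The stem cell receptor gene Lgr5 (11.3 ± 1.21 against 5.87 ± 1.30 CPM) and the last-step cholesterol synthesis gene Dhcr7 (73.6 ± 16 against 41.6 ± 6.79 CPM) also rose. Tfrc, the transferrin receptor gene (45.8 ± 12.2 against 85.5 ± 19.8 CPM), and Il34 fell. Cdkn1a was at 1.69 ± 0.418 against 1.65 ± 0.727 CPM (adjusted p = 0.975), Mdm2 at 41.0 ± 1.54 against 44.3 ± 5.08 CPM, Phlda3 at 1.04 ± 0.150 against 0.762 ± 0.247 CPM and Eda2r at 2.14 ± 0.441 against 2.65 ± 0.829 CPM, and none of the 4 passed. Gm26917 shares at this time were 0.915% and 0.490%. The count of 708 genes was 386, 304 and 134 without control replicates 1, 2 and 3 in turn, and 91, 292 and 232 without irradiated replicates 1, 2 and 3. It was 1269 with DESeq2, 2003 with limma voom, 1752 with the 6 libraries alone and 393 with no low-count filter. It was 0 with the Gm26917 covariate (1624 at an unadjusted p under 0.05 there, edgeR), which also turned the direction of the nuclear oxidative phosphorylation list (adjusted p = 0.786). In that model the ribosomal protein list had a median of -0.01 (adjusted p = 0.424) and the mitochondrially encoded list one of 0.40 (adjusted p = 0.519), so neither passed. The unfolded protein response (median -0.73, adjusted p = 1.82e-21) and heat shock lists (median -0.56, adjusted p = 2.89e-09) still passed. The median fold change of the 708 genes went from 0.73 to 0.59 on the log2 scale and its SE from 0.172 to 0.231, and 99.9% kept their sign.

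At month 9 cytosolic heat shock genes were higher in irradiated livers. Of 19 measured, 6 rose and 0 fell, 14 over the list alone (median 0.81, adjusted p = 5.68e-14; adjusted p = 0.245 with an estimated correlation). Dnaja1 (ENSMUSG00000028410, chromosome 4, 40722150 to 40737149), a co-chaperone of HSP70, was at 519 ± 249 against 162 ± 4.65 CPM (adjusted p = 0.00395). Dnajb1 was at 161 ± 114 against 27 ± 3.92 CPM, Hsph1 at 204 ± 98.4 against 51.9 ± 11.6 CPM and Chordc1 at 109 ± 10.7 against 62.8 ± 0.972 CPM. The spread among irradiated libraries was wide: Dnajb1 was at 247, 31.6 and 205 CPM in replicates 1, 2 and 3. Other higher genes with a wide spread among irradiated libraries were the growth hormone signalling inhibitor gene Socs2 (99.0 ± 99.2 against 8.92 ± 3.42 CPM) and the pro-apoptotic gene Bcl2l11 (40.4 ± 37.1 against 7.97 ± 0.0399 CPM). Ppl, Dhrs9 and Tes also rose.

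Replication-dependent histone genes were lower at month 9: 5 of 23 fell and 0 rose, 13 over the list alone (median -0.73, adjusted p = 5.05e-14; adjusted p = 0.0585 with an estimated correlation). Hist1h4h (chromosome 13, 23531050 to 23531519) was at 34.3 ± 10.3 against 67.2 ± 3.53 CPM and Hist1h1e at 25 ± 5.12 against 44.7 ± 9.31 CPM. Core histone genes are near-identical copies, so reads can be split among them. Markers of sinusoidal endothelium (1 of 22 fell, 8 over the list alone, median -0.32, adjusted p = 5.55e-09; adjusted p = 0.245 with an estimated correlation) were lower. So were those of stellate cells (2 of 20 fell, 4 over the list alone, median -0.28, adjusted p = 0.000416; adjusted p = 0.182 with an estimated correlation). Neutrophil markers went the other way (0 of 13 passed by edgeR, 0 also over the list alone, median 1.31, adjusted p = 0.0407; adjusted p = 0.838 with an estimated correlation). Lower endothelial and stellate markers included the water channel gene Aqp1 (84.1 ± 15 against 144 ± 11.1 CPM), the transcription factor gene Lhx2 (1.48 ± 0.320 against 3.76 ± 0.872 CPM) and Angptl6. The stress cytokine gene Gdf15 was at 4.83 ± 4.00 against 22.7 ± 14.7 CPM and the Notch target Hes1 at 5.44 ± 0.889 against 14.7 ± 5.62 CPM. The matrix gene Postn, Igfbp7, Ugt1a1, Plk2 and the stress gene Sesn2 also fell. Plk2, Sesn2 and Gdf15 were the 3 of 30 p53 targets that passed, with 1 rising and 4 falling over the list alone (list adjusted p = 0.113).

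Mitochondrially encoded genes had a median of 0.74 at month 9 (1 of 7, mt-Nd4, rose, and 6 over the list alone; adjusted p = 5.19e-06; adjusted p = 0.428 with an estimated correlation), with mt-Nd4 at 938 ± 156 against 424 ± 64.9 CPM. Cdkn1a was at 6.68 ± 2.21 against 2.71 ± 0.826 CPM (adjusted p = 0.201), Mdm2 at 51.4 ± 3.47 against 47.2 ± 5.51 CPM, Phlda3 at 1.40 ± 0.772 against 2.30 ± 0.409 CPM and Eda2r at 3.56 ± 1.02 against 6.88 ± 1.54 CPM, and none of the 4 passed. The count of 326 genes was 0 without irradiated replicate 1, 39 without irradiated replicate 3 and 1439 without irradiated replicate 2. It was 17, 29 and 16 without control replicates 1, 2 and 3 in turn. It was 901 with DESeq2, 838 with limma voom, 493 with a stricter low-count filter, 188 with 1 surrogate variable and, with the 6 libraries alone, 0 (edgeR, 2079 at an unadjusted p under 0.05).

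At month 12, 0 genes differed between the arms by edgeR, while 2648 had an unadjusted p under 0.05 where 984 are expected by chance. DESeq2 called 163 genes and limma voom 7. The smallest p-values belonged to genes lower in irradiated livers, each at an adjusted p of 0.0629. They were Tns2, a focal adhesion protein gene (53.7 ± 13.6 against 92.6 ± 6.55 CPM), the histone demethylase gene Kdm6b (11.9 ± 1.62 against 21.4 ± 1.09 CPM) and Rexo1 (19.1 ± 0.550 against 31.8 ± 2.76 CPM), followed by Lrrc47 (9.95 ± 1.30 against 15.9 ± 1.54 CPM) and H3f3a (16.5 ± 1.17 against 24.7 ± 1.28 CPM). Immediate early genes (median -0.93, adjusted p = 0.00162), NF-kB and cytokine genes (median -0.69, adjusted p = 0.00621) and histones (median -0.36, adjusted p = 0.038) were lower as lists, each at adjusted p = 0.919 with an estimated correlation. By edgeR 0 of 25, 0 of 27 and 0 of 23 members passed, and 1, 1 and 0 over the list alone. Acute phase transcripts were high in replicate 2 of both arms, with Saa1 at 1938 CPM in that control and 4303 CPM in that irradiated library against 19.6 to 36.1 CPM in the other 4. Without both of these libraries, 9 genes differed, Tns2 (adjusted p = 0.0192) and Kdm6b (adjusted p = 0.0439) among them. The NF-kB, immediate early and histone lists were at adjusted p = 0.998, 0.717 and 0.138 there. The interferon (2.17e-06), ribosomal protein, nuclear oxidative phosphorylation and clock lists (0.001 each) passed there with the preset correlation, and an estimated one was not run. Cdkn1a was at 4.33 ± 2.52 against 13.7 ± 13.3 CPM (adjusted p = 0.162), Mdm2 at 47.1 ± 4.21 against 48.2 ± 7.40 CPM, Phlda3 at 2.02 ± 1.60 against 2.08 ± 0.351 CPM and Eda2r at 6.39 ± 5.84 against 5.67 ± 0.220 CPM. Without control replicate 2 alone the NF-kB and immediate early lists turned direction (adjusted p = 0.0986 and 0.826). The count was 41, 8 and 0 without control replicates 1, 2 and 3 in turn and 1 without irradiated replicate 2. With replicate number as a block across all months it was 5, 1 higher and 4 lower, which does not test pairing within month 12. With the block in the 6 libraries alone, which pairs the arms of that month, it was 0 (edgeR, 1768 at an unadjusted p under 0.05).

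**Figure D5:**
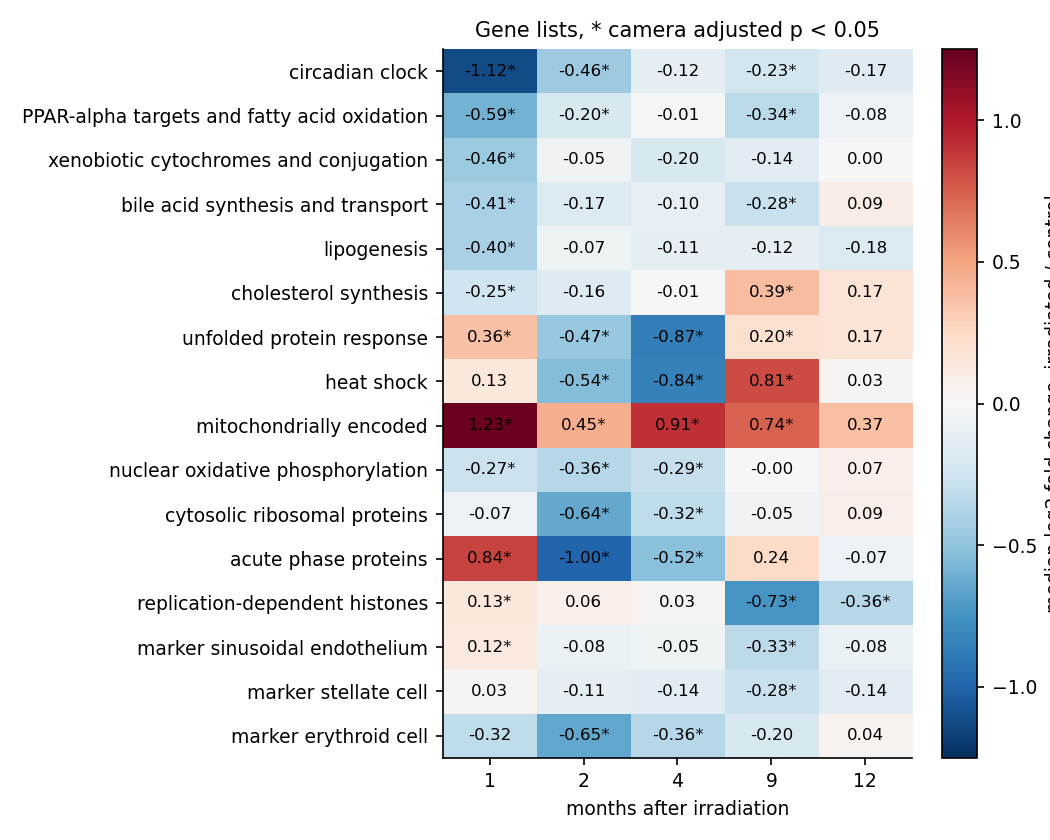
Median log2 fold change, irradiated over control, of 16 gene lists (vertical axis) at each month after irradiation (horizontal axis), from blue (lower in irradiated livers) to red (higher); an asterisk marks camera adjusted p under 0.05 with the preset correlation. The unfolded protein response list went from 0.36 at month 1 to -0.87 at month 4, and the heat shock list from -0.84 at month 4 to 0.81 at month 9.

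Averaged over the 5 times, 1035 genes differed between arms, 481 higher and 554 lower (46.5% higher, and 75.3% with upper quartile factors). Mitochondrially encoded genes were higher: 6 of 7 rose, also over the list alone (median 0.76, adjusted p = 3.6e-16; adjusted p = 0.0755 with an estimated correlation), with mt-Nd4 at a log2 fold change of 0.87 ± 0.13 SE. Clock genes were lower on balance, with 3 of 23 higher and 12 lower, 3 and 15 over the list alone (adjusted p = 1.48e-08; adjusted p = 0.15 with an estimated correlation). Npas2 had a log2 fold change of 1.06 ± 0.20 SE, Bhlhe41 of -1.34 ± 0.18 SE and Dbp of -1.49 ± 0.27 SE. Of 73 nuclear oxidative phosphorylation genes 11 fell and 1 rose, 32 and 1 over the list alone (adjusted p = 5.53e-13; adjusted p = 0.554 with an estimated correlation). Of 52 ribosomal protein genes 5 fell, 19 over the list alone (adjusted p = 3.3e-12; adjusted p = 0.554 with an estimated correlation). Of 40 PPAR-alpha genes 3 fell, 7 over the list alone (adjusted p = 1.36e-09; adjusted p = 0.554 with an estimated correlation). Atp5c1 was at -0.33 ± 0.08 SE, Rps7 at -0.33 ± 0.08 SE and Cpt1a at -0.42 ± 0.08 SE. Chka, the choline kinase gene, rose by 0.99 ± 0.14 SE (adjusted p = 0.000437), and the alpha-globin gene Hba-a1 and the stress gene Gadd45a fell by 1.09 and 1.02 on the log2 scale. Among erythroid markers 3 of 13 fell, 5 over the list alone (adjusted p = 0.000243; adjusted p = 0.15 with an estimated correlation). Cdkn1a had a mean log2 fold change of 0.48 ± 0.26 SE (adjusted p = 0.282), Mdm2 of 0.02, Phlda3 of -0.28 and Eda2r of -0.29, and none passed.

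Within the 2 sets of months, 2052 genes differed on average over months 1 and 2 (34.9% higher), and 4 over months 4, 9 and 12, 2 higher and 2 lower. Gm26917 was higher in irradiated libraries by 0.80 and 0.48 on the log2 scale at months 1 and 2, so the first contrast does not hold composition constant. At months 4, 9 and 12 the differences were 0.90, 0.05 and -0.92, with an average of 0.01. mt-Nd4 had a log2 fold change of 0.92 (adjusted p = 0.0069) in the first set and 0.83 (adjusted p = 0.0648) in the second. Npas2 was at 2.26 (adjusted p = 5.07e-05) and 0.25 (adjusted p = 0.769), Gadd45a at -0.62 (adjusted p = 0.202) and -1.29 (adjusted p = 0.0337), and Cpt1a at -0.79 (adjusted p = 0.000227) and -0.17 (adjusted p = 0.558). As lists, mitochondrially encoded genes were higher in both sets (adjusted p = 6.21e-08 and 6.1e-13; adjusted p = 0.353 and 0.0899 with an estimated correlation), with medians of 0.88 and 0.69, while 6 of 7 members rose in the first and 0 in the second by edgeR. The nuclear oxidative phosphorylation, ribosomal protein and PPAR-alpha lists had medians of -0.31, -0.36 and -0.42 in the first set, with 26, 17 and 9 members lower. In the second set the medians were -0.05, -0.09 and -0.15 with 0 members called by edgeR (adjusted p = 0.000356, 4.84e-05 and 2.31e-05; adjusted p = 0.67 for each with an estimated correlation). The clock list had a median of -0.71 in the first set, with 3 of 23 members higher and 13 lower. In the second set its median was -0.14 with 0 members called (adjusted p = 0.00666; adjusted p = 0.627 with an estimated correlation). The count of 1035 was 39 with the Gm26917 covariate, 2685 with limma voom and 1658 with 1 surrogate variable. With the covariate the median fold change of these genes went from 0.33 to 0.27 on the log2 scale and its SE from 0.0821 to 0.0926, and 100% kept their sign. The mitochondrially encoded (median from 0.764 to 0.638, adjusted p = 9.73e-16), clock (from -0.337 to -0.289, 4.13e-09) and erythroid lists (from -0.227 to -0.208, 0.000221) still passed there. So did the nuclear oxidative phosphorylation (from -0.177 to -0.0583, 0.000637) and ribosomal protein lists (from -0.209 to -0.0903, 3.76e-05). The PPAR-alpha list passed as well (from -0.238 to -0.135, 3.76e-05). The count ranged from 450 without control replicate 2 of month 1 to 2361 without control replicate 3 of month 1, and 14 of the 30 libraries moved it more than 1.5-fold.

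The effect of irradiation differed between times for 2161 genes (edgeR F-test over the arm by time terms). The smallest p-values belonged to Nr3c2, the mineralocorticoid receptor gene (chromosome 8, 76899442 to 77245012), and the coenzyme Q gene Coq10b, both with adjusted p = 0.000107. Nr3c2 had log2 fold changes of -0.97, 0.43, 0.43, -0.15 and 0.41 at months 1, 2, 4, 9 and 12, and Coq10b of -2.25, -0.70, -0.96, 0.52 and 0.21. Hspa5 was at 0.54, -0.93, -1.67, 0.63 and 0.05 (adjusted p = 0.000175) and Kdm6b at 0.37, -0.22, 1.10, -0.24 and -0.84 (adjusted p = 0.000173). The manganese transporter gene Slc30a10 had a log2 fold change of 1.55 at month 1 and lay between -0.22 and 0.16 at the other times (adjusted p = 0.000177). Scarna13, a small Cajal body RNA, and Zc3h12c and Tymp completed the 8 smallest, predicted genes left out. Within months 1 and 2 alone 195 genes differed in effect, and within months 4, 9 and 12 alone 1570 did, while with the Gm26917 covariate the number was 594. Leaving out 1 library gave 1161 genes (without irradiated replicate 1 of month 4) to 3238 (without irradiated replicate 2 of month 9). For 12 libraries the count fell more than 1.5-fold, to between 1161 and 1431.

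Over the 5 times 11486 genes changed in control livers and 11623 in irradiated livers. Gm26917 had the smallest p-value in irradiated livers (adjusted p = 8.81e-12). Leaving out it and predicted genes, the smallest p-values in controls belonged to Commd3 (adjusted p = 1.05e-11), the mitochondrial ribosomal protein gene Mrps24 (adjusted p = 6.16e-11) and Calm2, a calmodulin gene, followed by Rbm4b, B3galt2, Fnta, Pdcd6 and Cfdp1. In irradiated livers they belonged to the actin regulator gene Brk1, Mfsd1, Pdcd6, the vesicle coat gene Tmed2 and Tm7sf3 (each at adjusted p = 1.13e-11), followed by Chmp5, Calm2 and Ptdss1. Between months 1 and 2 alone, 1929 genes changed in controls and 1 in irradiated livers, and among months 4, 9 and 12 the numbers were 3986 and 576. The difference between the arms in these numbers was not tested. Gene by gene, the test of the arm by time terms called 195 genes within months 1 and 2. Within months 4, 9 and 12 it called 1570. Over all 5 times the numbers of genes that changed with the Gm26917 covariate were 1865 in controls and 61 in irradiated livers.

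From month 1 to month 12 control livers gained lipid synthesis, chaperone, ribosomal and respiratory transcripts, in a comparison that crosses the sets of different composition. Of 7306 genes that changed, 4540 rose and 2766 fell (62.1% higher, and 29.6% with upper quartile factors, which moved the median log2 change of all genes to -0.29 from 0.01). Among lipogenesis genes 23 of 32 rose, 26 over the list alone (median 1.51, adjusted p = 1.37e-08; adjusted p = 0.502 with an estimated correlation). They included Fads1, a fatty acid desaturase gene (695 ± 119 against 338 ± 86.2 CPM), and the citrate carrier gene Slc25a1 (211 ± 18.2 against 97.1 ± 30.0 CPM). The lipid droplet genes Pnpla3 (11.7 ± 4.10 against 0.858 ± 0.137 CPM) and Cidea (29.8 ± 42.8 against 0.106 ± 0.0237 CPM) rose, as did the cytochrome P450 gene Cyp2b9 (92.2 ± 73.2 against 0.780 ± 0.188 CPM) and the acyltransferase gene Acnat2 (56.5 ± 3.69 against 3.66 ± 1.46 CPM). Cdkn1a was at 13.7 ± 13.3 against 0.458 ± 0.185 CPM (adjusted p = 2.38e-05), and 12 of 30 p53 targets rose, 12 also over the list alone (adjusted p = 0.000398; adjusted p = 0.382 with an estimated correlation). The control libraries of month 1 are also the controls of the month 1 irradiation comparison. Gbp11, Clec2h (3.31 ± 1.88 against 27.4 ± 7.70 CPM), Serpina9 and the prostaglandin synthase gene Ptgds were lower at month 12.

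The direction of several groups turned when month 12 was compared with month 4, a comparison within the later set that was added after the data were seen. From month 1 to 12, 47 of 52 ribosomal protein genes rose in controls, 51 over the list alone (adjusted p = 3.22e-19; adjusted p = 0.502 with an estimated correlation). From month 4 to 12, 41 of 52 fell (median -0.76, adjusted p = 1.19e-24; adjusted p = 0.556 with an estimated correlation). Rps2 had a log2 change of 1.11 ± 0.16 SE in the first and -0.78 ± 0.16 SE in the second. Of 73 nuclear oxidative phosphorylation genes, 62 rose and 2 fell from month 1 to 12, 64 and 2 over the list alone (adjusted p = 1.27e-13; adjusted p = 0.54 with an estimated correlation). From month 4 to 12, 1 rose and 48 fell (adjusted p = 3.58e-23; adjusted p = 0.556 with an estimated correlation). Among unfolded protein response genes 25 of 31 rose from month 1 to 12, 25 also over the list alone (adjusted p = 4.55e-11; adjusted p = 0.502 with an estimated correlation), while 16 of 31 fell from month 4 to 12 (adjusted p = 2e-08; adjusted p = 0.556 with an estimated correlation). Herpud1 was at 1.45 ± 0.22 SE and -0.73 ± 0.21 SE. The control libraries of month 1, the baseline of the first comparison, lay below the other 27 libraries for 10 of these 31 genes. Cidea, Cyp2b9, Pnpla3 and Cdkn1a were higher at month 12 in both, with log2 changes from month 4 of 7.15, 4.63, 2.47 and 3.07. In all, 4361 genes changed in controls from month 4 to 12 and 2262 of them were also called from month 1 to 12. The count of 7306 was 4174 without control replicate 3 of month 1, 3035 with the 6 libraries alone and 8 with the Gm26917 covariate. There the median change of these genes went from 0.83 to 0.47 on the log2 scale and its SE from 0.195 to 0.307, and 96.5% kept their sign. The unfolded protein response (median from 1.01 to 0.992, adjusted p = 1.96e-13) and lipogenesis lists (from 1.51 to 0.853, 1.99e-07) still passed. So did the ribosomal protein (from 0.937 to 0.54, 2.77e-10) and p53 lists (from 0.488 to 0.27, 0.00792). The nuclear oxidative phosphorylation list passed as well (from 0.654 to 0.162, 0.0318).

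In irradiated livers 9097 genes changed from month 1 to month 12, 5134 higher and 3963 lower, and 17 changed from month 4 to month 12. From month 1 to 12, 56.4% of calls were higher, and 31.9% with upper quartile factors, which moved the median of all genes to -0.44 from -0.08. Among lipogenesis genes 31 of 32 rose and 1 fell from month 1 to 12, also over the list alone (median 1.78, adjusted p = 1.78e-07; adjusted p = 0.627 with an estimated correlation). Nuclear oxidative phosphorylation (65 rose and 2 fell of 73, 68 and 2 over the list alone, adjusted p = 1.44e-17) and ribosomal protein genes (44 of 52 rose, 45 over the list alone, adjusted p = 1.54e-14) were higher, each at adjusted p = 0.627 with an estimated correlation. Mitochondrially encoded genes fell in 7 of 7, also over the list alone (median -1.17, adjusted p = 0.0048; adjusted p = 0.627 with an estimated correlation). From month 4 to 12 the medians of the nuclear oxidative phosphorylation and ribosomal protein lists were -0.22 and -0.32, with 0 members called by edgeR (list adjusted p = 1.15e-12 and 4.13e-13; adjusted p = 0.754 for both with an estimated correlation). With the Gm26917 covariate the count of 9097 was 0 (477 at an unadjusted p under 0.05, edgeR), and the directions of the nuclear oxidative phosphorylation (adjusted p = 0.0876) and mitochondrially encoded lists (adjusted p = 0.216) turned. The ribosomal protein list had a median of 0.05 there (adjusted p = 0.876) and the lipogenesis list one of 0.51 (adjusted p = 0.0298). The median change of the called genes went from 1.04 to 0.14 on the log2 scale and its SE from 0.202 to 0.627, and 61.9% kept their sign.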

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

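The tests of explanations, the list differences between months and the sample splits below were chosen after the results were seen, except the splits for change over time, which were set before; the test of the irradiation effect across times was planned.

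The irradiation effect differed between times for 2161 genes, a difference between groups found by the test of that difference itself. Leaving out predicted genes, those with the smallest adjusted p were Nr3c2 (0.000107), Coq10b (0.000107), Kdm6b (0.000173), Scarna13 (0.000175), Hspa5 (0.000175), Slc30a10 (0.000177), Zc3h12c (0.000208) and Tymp (0.00033). Gene lists also differed between months. The unfolded protein response effect was lower at month 4 than at month 1 (adjusted p = 1.02e-34; adjusted p = 0.026 with an estimated correlation). For 10 of 31 list genes the 3 control libraries of month 1 lay below the other 27. The heat shock effect was higher at month 9 than at month 4 (adjusted p = 4.52e-25; adjusted p = 0.112 with an estimated correlation), and the clock effect differed between months 4 and 1 (adjusted p = 0.00229; adjusted p = 0.577 with an estimated correlation). Against month 1, the clock list was at adjusted p = 0.998, 0.095 and 0.0117 at months 2, 9 and 12 (camera, preset correlation). Since clock genes go both ways, these list tests say little about the size of the effect. The clock score, signed by the directions at month 1 and so favouring that month, was 1.85, 0.76, 0.12, 0.19 and 0.14 at months 1, 2, 4, 9 and 12 (SE 0.22 each).

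Clock genes differed between arms at month 1 by a signed score of 1.85 (SE 0.22). With the Gm26917 level in the model the difference was 1.73 (SE 0.28). That argues against library composition acting through 1 slope shared by all months as the whole cause. A slope of month 1 alone stays open, since the arms did not overlap in Gm26917 there. The shares were 3.04% to 6.09% in control and 6.355% to 7.57% in irradiated libraries. For 11 of 23 clock genes all 3 control libraries of month 1 lay beyond the other 27 libraries, and for 2 the irradiated libraries of month 1 did, so a different sampling condition of those controls, such as the hour, may account for the pattern. The hour of sampling is not in the labels. Irradiation stays open: of the 15 clock genes called at month 1, 14, 9, 12 and 10 had the same sign at months 2, 4, 9 and 12.

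Unfolded protein response genes were lower in irradiated livers at month 4 by a list score of -0.85 (SE 0.18). With the Gm26917 level in the model the difference was -0.76 (SE 0.26). That argues against composition acting through 1 slope shared by all months as the whole cause. A slope of month 4 alone stays open, since the arms did not overlap in Gm26917 there. The shares were 0.469% to 0.508% in control and 0.827% to 0.985% in irradiated libraries. No gene of that month was called in the model with the shared slope (count 0 by edgeR, 1624 at an unadjusted p under 0.05). There the median fold change of the 708 called genes went from 0.73 to 0.59 on the log2 scale and its SE from 0.172 to 0.231, so the calls ended through both. The signed clock score differed by 0.12 (SE 0.22) at month 4, which argues against a clock difference as large as at month 1 in the same directions. Its signs are those of month 1, so a clock difference in other directions could cancel in it and stays open. For 3 of 31 list genes all 3 control libraries of month 4 lay beyond the other 27, too few to tell whether those controls stand apart, and irradiation stays open as well.

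Other splits of the same libraries were counted. For the effect averaged over times (1035 genes, highest other 381), 1 of 100 splits, the real one, gave as many genes. The same held for its difference between times (2161, highest other 340). A chance split into arms can be excluded, but another difference between the arms, such as that in Gm26917, cannot. Exchanging arms tests for any arm effect, not for an effect that is equal at all times. For change over time it was also 1 of 100 in controls (11486, highest other 7562) and in irradiated livers (11623, highest other 7539). Those splits cannot tell time from the sets of different composition. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real and highest other counts were 906 and 1147 at month 1 (2 of 10 as large, the other with control replicate 3 and irradiated replicate 2 exchanged), 860 and 0 at month 2, 708 and 0 at month 4, 326 and 40 at month 9, and 0 and 95 at month 12 (10 of 10). From month 1 to 12 they were 7306 and 0 in controls and 9097 and 6 in irradiated livers.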

How the results depend on the processing

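The Gm26917 covariate, the contrasts within sets of months, month 12 minus month 4, month 12 without replicate 2 and the block in the month 12 libraries alone were chosen after the results were seen, and the other alternatives were planned. The cause was not tested for any change below except where fewer libraries were used. With limma voom the counts were 2000, 3667, 2003, 838 and 7 at months 1, 2, 4, 9 and 12, 2685 for the mean and 4416 for the difference between times. With DESeq2 they were 1442, 1269, 901 and 163 at months 2, 4, 9 and 12 and 3857 for the difference. With the Gm26917 covariate they were 116, 13 and 0 at months 1, 2 and 4 (343 at month 9), 39 for the mean, 594 for the difference, 1865 and 61 over time in controls and irradiated livers, and 8 and 0 from month 1 to 12. It turned the direction of nuclear oxidative phosphorylation at months 1 (adjusted p = 0.202) and 4 (0.786). From month 1 to 12 in irradiated livers it turned the PPAR-alpha (0.152), NRF2 (0.0525), nuclear oxidative phosphorylation (0.0876), mitochondrially encoded (0.216) and periportal lists (0.661). In controls the camera direction of the PPAR-alpha list also turned (0.952), but its median only shrank, from 0.653 to 0.127. The 6 libraries alone gave 487, 3026, 1752 and 0 at months 1, 2, 4 and 9 and 3035 from month 1 to 12 in controls. No low-count filter gave 393 at month 4 and 56 at month 12, the stricter filter 493 at month 9, upper quartile factors 17 at month 12, and 1 surrogate variable 188 at month 9, 26 at month 12 and 1658 for the mean. The replicate block gave 5 at month 12 and changed no other call of a count or list. Contrasts within months 1 and 2 gave 2052 for the mean, 195 for the difference, and 1929 and 1 over time in controls and irradiated livers. Those within months 4, 9 and 12 gave 4, 1570, 3986 and 576. Month 12 minus month 4 gave 4361 in controls and 17 in irradiated livers.

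Without replicate 2 of month 12 in both arms the month 12 count was 9 and the NF-kB list turned direction (adjusted p = 0.998); without control replicate 2 of month 12 the NF-kB (0.0986) and immediate early lists (0.826) did. Over the 6 libraries left out in turn, the adjusted p of the list NF-kB and cytokine genes in genes changed by iron at month 12 ranged from 8.64e-10 to 0.0986, and that of the immediate early list from 8.64e-10 to 0.826. Leaving out 1 library gave 249 to 1874 genes at month 1, 22 to 658 at month 2, 91 to 386 at month 4, 0 to 1439 at month 9 and 0 to 41 at month 12. It gave 450 to 2361 for the mean, 1161 to 3238 for the difference, 10161 to 11794 and 10847 to 11989 over time in controls and irradiated livers, and 4174 to 7323 and 7267 to 8606 from month 1 to 12. Of 132 list results past the threshold, 132 kept it with the replicate block, 128 with RLE factors, 113 with 1 surrogate variable, 81 with the Gm26917 covariate, 51 with fry and 0 with an estimated correlation. Over the fits with 1 library left out, 1236 list results stayed the same, 106 were weaker and 2 turned direction. Without replicate 2 of month 12 in both arms, 48 stayed the same, 17 were weaker and 1 turned direction. For the named genes, 85 results stayed the same and 141 were weaker with the Gm26917 covariate. With the 6 libraries alone 113 stayed the same, 51 were weaker and 1 was stronger. With the replicate block these numbers were 212, 11 and 3. Over the fits with 1 library left out they were 2020, 479 and 9. In the simulated data 57% of 2-fold changes were recovered at month 1 and 93% averaged over times. Depth was not varied there.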

Other observations

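The comparisons of month 12 with month 4, the composition tests and the values per library below were chosen after the results were seen.

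From month 4 to month 12, 12 of 25 male-biased growth hormone genes fell in controls (adjusted p = 4.73e-10; adjusted p = 0.556 with an estimated correlation), and 10 of 24 female-biased ones rose (median 1.64, adjusted p = 0.00533; adjusted p = 0.859 with an estimated correlation). In irradiated livers the medians were -0.85 and 1.51 (adjusted p = 0.263 for both with an estimated correlation). The difference between the arms in this change did not pass for the male-biased (camera adjusted p = 0.275) or the female-biased list (0.947). Over all genes tested, 17 were called from month 4 to 12 in irradiated livers and 4361 in controls. The difference between these counts was not tested. Hsd3b5 was at 330, 261 and 457 CPM in controls of month 4 and at 7.95, 67.5 and 114 CPM in those of month 12. Acute phase transcripts were high in irradiated replicate 3 of month 1 and in replicate 2 of both arms at month 12, with Saa1 at 5364, 1938 and 4303 CPM and Lcn2 at 645, 1038 and 619 CPM. In the same libraries Cyp4a14, a PPAR-alpha target, was at 2.41, 22.8 and 11.1 CPM.

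A hypothesis is that library composition, read from Gm26917, may lower nuclear oxidative phosphorylation and ribosomal protein genes in irradiated libraries. Within groups the list scores went with Gm26917 at r = -0.51 (n = 30 libraries, permutation p = 0.072, adjusted p = 0.22 over 3 relations) and r = -0.39 (permutation p = 0.25), and without the 2 farthest libraries at -0.32 and -0.089, so composition and irradiation cannot be told apart for these lists. At month 2 the ribosomal score differed between arms by -0.64 (SE 0.21), and by -0.46 (SE 0.22) with Gm26917 in the model, and the oxidative phosphorylation score by -0.34 (SE 0.17) and -0.15 (SE 0.17). Both lists still passed there (adjusted p = 3.32e-21 and 4.95e-05), but neither score kept more than 50% of its difference by more than 1 SE. Within months 1 and 2 the r values were -0.75 and -0.72 (12 libraries), and within months 4, 9 and 12 they were -0.18 and 0.04 (18 libraries). For mitochondrially encoded genes r was 0.4 (permutation p = 0.15), and 0.13 without the 2 farthest libraries. At month 9 their score differed by 0.78 (SE 0.28), and by 0.76 (SE 0.26) with Gm26917 in the model. Gm26917 differed by 0.05 on the log2 scale between the arms there, so that model could hardly move the score. Malat1 differed by 0.60 (SE 0.20), and with Malat1 in the model the score differed by 0.88 (SE 0.34), which argues against composition read from Malat1 as the whole cause. Composition not read by these transcripts and irradiation cannot be told apart for this list at month 9.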
